A study of Mus musculus with 6 samples. Its data were reported in "Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration" (2016).

How the data were processed

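DNA methylation was measured by oxidative reduced representation bisulfite sequencing (Ox-RRBS) of the entire cerebral cortex of mouse embryos at embryonic day 16. In this assay genomic DNA is digested with MspI, which enriches fragments rich in CpG, 5-hydroxymethylcytosine is oxidised so that it is later read as unmethylated, and bisulfite then converts unmethylated cytosine so that it is read as T. A cytosine that is still read as C counts as 5-methylcytosine (5mC). The labels give 3 libraries of heterozygous embryos (Uhrf1 +/-, called control here) and 3 libraries of conditional knockout embryos (cKO). Nothing in the labels ties libraries to litters, and p-values measure the spread between these libraries.

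Alignment by the authors used Genomatix software and accepted perfect matches only, and thinly covered cytosines were dropped before deposition. GRCm38 as the build and methylKit as a tool are named in the submitters' processing notes. The deposited files give, per cytosine and strand, the coverage as a read count and the percent of these reads that were C or T. The percentages are those of the authors and are not normalised between libraries; libraries were not pooled. The number of methylated reads was recovered from coverage and percent. The lowest coverage in every file was 6 reads. All 1605638 cytosines listed in any file were the C of a CpG in the GRCm38 sequence, so methylation outside CpG was not analysed here and the planned comparison of it was not made. Reads without molecular identifiers are not independent molecules, so intervals cover counting error only.

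The comparisons used the 646645 nuclear CpG cytosines covered by at least 6 reads in all 6 libraries. Mean levels weighted each cytosine equally and were compared between groups with a two-sided exact permutation test, which cannot give a p below 0.1 with 3 against 3 libraries or with 2 against 3. Reads were summed over 100 bp windows and over promoters, taken from 1000 bp upstream to 500 bp downstream of the annotated 5' end of each protein-coding gene (GENCODE M21, 21951 genes) with at least 3 covered CpG cytosines. For each, a binomial model with a group term was tested with a quasi-binomial F test. Its Pearson dispersion was moderated across features with the empirical Bayes method of limma, with the prior fitted on features of 5 to 95 percent pooled methylation and a floor of 1. A feature was called lower or higher at a Benjamini-Hochberg q under 0.01 and a difference of at least 25 percentage points between the group means. Window length, coverage minimum and both thresholds follow the study. The study does not state a correction for the spread between embryos, so the plain binomial test was an alternative. The empirical Bayes step was written in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and checked against limma 3.58.1 in R 4.3.3. Figures were drawn with matplotlib 3.10.9.

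Exons, introns, intergenic sequence and soft-masked repeats came from the annotation and the GRCm38 sequence. CpG islands were computed from sequence (at least 200 bp, GC of at least 50 percent, observed to expected CpG of at least 0.6). IAP, LINE-1 and SINE-B1 copies were located with the qPCR primers of the study, with at most 2 mismatches per primer. This gave 1056 IAP, 6836 LINE-1 and 37040 SINE-B1 amplicons, and CpGs within 500 bp of one were used. A total of 12 gene lists, fixed beforehand, were counted among promoters with a control mean of at least 25 percent, which alone could fall by 25 points, and compared with all other such promoters with a two-sided Fisher's exact test. Promoters were named by rule: the 10 largest falls and up to 5 largest rises among those called with all cKO libraries on one side of all controls, at least 5 cytosines and at least 50 reads in every library, up to 4 called members of each list and the uncalled member with most reads, and a set of 16 genes of methylation and cortical fate. Windows were named likewise, up to 5 in each direction.

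These choices, the coverage minima of 10 and 20 reads, the other tests and thresholds, the replicate number as a block and the omission of each library in turn were set before the data were examined. The library labelled control replicate 1 carried methylation at the level of the cKO libraries. It keeps its label in the tests of all 6 libraries. The test without it was planned with the other omissions. Of these omissions, this test alone is given beside the main tests, because of that methylation level, which is the outcome measured. Its calls and q-values therefore depend on leaving out a control by its outcome. Applying the naming rule to that test was decided after seeing the data.

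The test was checked on simulated reads at the real coverage with 200 changed features and a variance of beta-binomial form. With 6 libraries, 81.0% of promoters lowered by 25 points and 99.5% of those lowered by 40 points had q under 0.01, out of 11787 promoters. Without control replicate 1 these shares were 72.5% and 98.5%. Among 20000 windows, 24.5% of those lowered by 25 points and 57.5% of those lowered by 40 points had q under 0.01, and without control replicate 1 these shares were 16.5% and 46.0%. When control replicate 1 was also drawn at the lowered level in the simulation of 6 libraries, the shares were 0% at either size for promoters, and 5% and 20% for windows. In the simulation of 25 points with 6 libraries, the plain binomial test gave 93 unchanged promoters a q under 0.01 and the moderated test 1, but with the threshold of 25 points both called 0 of them. For windows the plain binomial test called 31 unchanged windows and the moderated test 0. These shares hold for the simulated variance and for 200 changed features. In the real data the prior dispersion was 6.64 for windows and 11.0 for promoters with 6 libraries. Without control replicate 1 it was 2.24 and 4.05, and 125013 windows were called lower, far more than 200. The shares therefore need not hold for the real data.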

Results

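Methylation of CpGs was compared between the cerebral cortex of 3 control (heterozygous) and 3 Uhrf1 cKO embryos at embryonic day 16. Uhrf1 recruits the maintenance methyltransferase to newly replicated DNA. The files held 18238737, 22212920 and 19282147 reads over listed cytosines for control replicates 1, 2 and 3, and 22495858, 27688638 and 31019082 for cKO replicates 1, 2 and 3. Median coverage per listed cytosine lay between 13 and 17 reads.

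The deletion itself could not be read from these libraries. The floxed exon 4 of Uhrf1 (GRCm38 chromosome 17, 56310676 to 56310836, within the gene at 56303321 to 56323486) held 0 covered CpG cytosines in any library, and the nearest covered ones lay at 56304493 and 56313837. The Uhrf1 promoter was at 7.15% ± 2.34 (SD, n = 3) in controls and 5.27% ± 3.11 (SD, n = 3) in cKOs, with at least 187 reads per library, which checks nothing about the exon. X-linked CpG island promoters, methylated on the inactive X, were at 31.0% in control replicate 2 and at 15.5% or more in cKO replicates 1 and 3. They were at 2.16%, 3.17% and 3.14% in the library labelled control replicate 1, control replicate 3 and cKO replicate 2, which also had 1147, 1219 and 1297 covered cytosines on the Y against at most 363 in the other libraries, so libraries with and without these signs of a Y chromosome were in each group.

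The first question was whether 5mC was lost across the genome. Mean CpG methylation was 39.4% and 38.9% in control replicates 2 and 3, and 19.6%, 19.4% and 15.8% in cKO replicates 1, 2 and 3. The library labelled control replicate 1 was at 15.6%, below every cKO library. The mean of the 3 controls was therefore 31.3% ± 13.6 (SD, n = 3) against 18.3% ± 2.10 (SD, n = 3) in cKOs, a difference within the spread of the controls (two-sided exact permutation p = 0.4, smallest possible 0.1). Without the library labelled control replicate 1, controls were at 39.1% ± 0.326 (SD, n = 2), and the difference was -20.9 points, with all 3 cKO libraries below both controls (exact p = 0.1, the smallest possible).

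**Figure D1:**
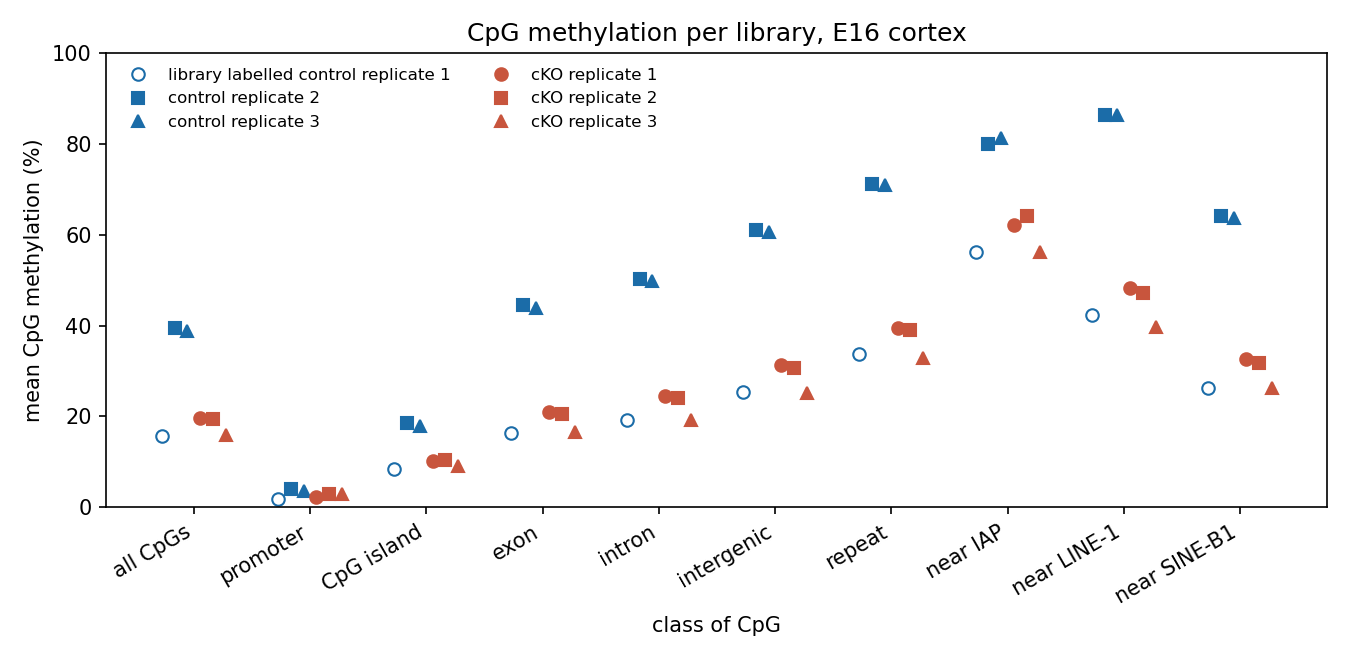
Mean CpG methylation in percent (vertical axis) of each library, by class of CpG (horizontal axis); each point is 1 library, controls in blue and cKOs in red, and the open circle is the library labelled control replicate 1. In every class that library lies near the cKO libraries, as at all CpGs with 15.6% against 39.4% and 38.9% in control replicates 2 and 3.

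Chromosomes 1 to 19 and X each had a lower mean in cKOs. For these the difference between cKO and control means was from -11.5 to -14.6 points with all 6 libraries and from -18.5 to -25.0 points without the library labelled control replicate 1. The smallest difference was on chromosome 19 and the largest on X in both cases, and X carries the difference between sexes described above. The rank of X rests on control replicate 2. When that library was left out, the difference was -6.16 points on X and -7.94 points on chromosome 19. Exact permutation tests gave an adjusted p of 0.4 for each chromosome with all 6 libraries.

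Of 285466 windows of 100 bp, 0 were called lower and 0 higher in cKOs with all 6 libraries, while 43458 had an unadjusted p under 0.05 in the moderated quasi-binomial test. The test of limma (41868 at an unadjusted p under 0.05) and the test with each window's own dispersion (21471) also called 0. The plain binomial test, which takes reads as replicates, called 107040 lower and 41 higher. Without the library labelled control replicate 1, 125013 windows (43.8%) were lower and 6 higher, and the share lower was between 40.3% on chromosome 19 and 48.2% on X. It was 21.7% of the 46 windows placed on Y. These 46 were also covered in the libraries without signs of a Y chromosome, so this share is not a result about Y. At the windows named by the rule in that test, methylation fell by 77.9 points in an intron of Wdr77 (chromosome 3, 105964501 to 105964600), which was at 94.6% ± 0.207 (SD, n = 2) in controls and 16.7% ± 9.53 (SD, n = 3) in cKOs, and it fell from 97.5% to 19.7% in an exon of Ncoa5 (chromosome 2, 165013001 to 165013100). Falls to 14.2%, 14.2% and 14.4% from 91.5%, 91.4% and 91.4% were measured in exons of Kmt2d (chromosome 15, 98835301 to 98835400) and Epg5 (chromosome 18, 77962501 to 77962600) and an intron of Cep95 (chromosome 11, 106795801 to 106795900). In the Wdr77 window the library labelled control replicate 1 was at 57.4% (95% Wilson interval 45.5 to 68.4, 68 reads), above every cKO library. It was between 10.1% (Cep95, 5.00 to 19.5, 69 reads) and 26.9% (Epg5, 19.3 to 36.2, 104 reads) in the other windows. It lay above every cKO library at Epg5 too, and below every cKO library at Cep95. No window called higher met the conditions for naming.

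The next question was how classes of sequence differed. In control replicates 2 and 3, intergenic CpGs were at 60.8% ± 0.249 (SD, n = 2), introns at 50.0% ± 0.347 and exons at 44.2% ± 0.432, and cKOs were at 29.1% ± 3.36 (SD, n = 3), 22.6% ± 2.83 and 19.4% ± 2.48. CpG islands were at 18.3% and 9.90%, and promoter CpGs at 3.78% and 2.75%. The library labelled control replicate 1 was at 25.5%, 19.3%, 16.5%, 8.36% and 1.85% in these classes. With it the control means were 49.0% ± 20.4 (SD, n = 3) in intergenic sequence and 3.14% ± 1.14 at promoters, and no class differed by more than the spread of the controls (exact permutation, adjusted p from 0.467 to 0.6).

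Among the retroelements, CpGs near LINE-1 primer sites had 86.4% ± 0.0429 (SD, n = 2) in control replicates 2 and 3 and 45.1% ± 4.71 (SD, n = 3) in cKOs, and those near SINE-B1 sites had 63.9% ± 0.309 and 30.2% ± 3.46. CpGs near sites of IAP, an endogenous retrovirus, had 80.6% ± 0.922 in control replicates 2 and 3 and 60.8% ± 4.13 in cKOs, over only 73 cytosines against 2635 for LINE-1 and 9424 for SINE-B1. The library labelled control replicate 1 was at 56.3% near IAP, 42.4% near LINE-1 and 26.2% near SINE-B1. With it the differences were -11.7, -26.7 and -21.1 points, against control SDs of 14.0, 25.4 and 21.7 points, and the exact permutation test gave an adjusted p of 0.4 for each. Within 3000 bp of the sites the levels in control replicates 2 and 3 and in cKOs were 77.6% and 48.8% for IAP (613 cytosines) and 85.3% and 46.7% for LINE-1 (6670 cytosines).

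CpGs were then grouped by their level in 1 control library and read in the others. In the bin of 90 to 100% in the library labelled control replicate 1, set before the data were examined, the cKO mean was 0.899 of the mean of control replicates 2 and 3 (85.6% against 95.2%, 5161 cytosines). Because that library is itself at the cKO level, this bin holds CpGs that also kept methylation in cKOs. In the bin of 90 to 100% in control replicate 2, chosen after seeing the data, control replicate 3 was at 88.5%, the library labelled control replicate 1 at 38.3% and the cKOs at 42.5% ± 4.87 (SD, n = 3), or 0.48 of control replicate 3 (105186 cytosines). From 50 to 100% in control replicate 2, this ratio to control replicate 3 stayed between 0.42 and 0.48.

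**Figure D2:**
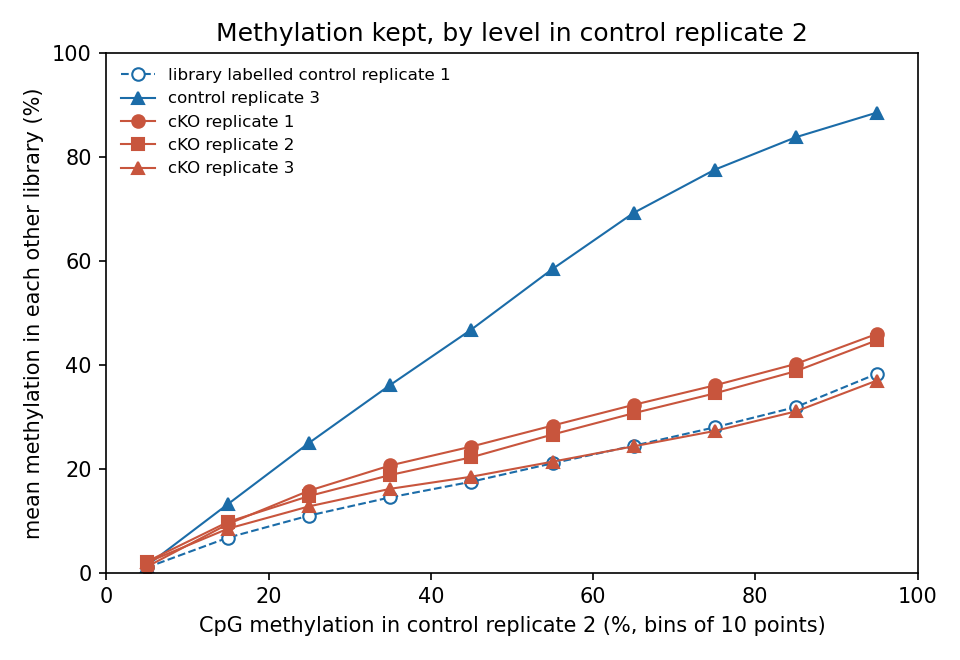
Mean methylation in percent in each library (vertical axis) of CpGs binned by their level in control replicate 2 (horizontal axis, bins of 10 points); each line is 1 library, and the dashed line is the library labelled control replicate 1. In the highest bin control replicate 3 is at 88.5% and the cKO mean is 42.5%.

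At promoters the question was which genes lost 5mC. Of 11787 protein-coding promoters, 0 were called lower and 0 higher with all 6 libraries. The moderated test gave 261 an unadjusted p under 0.05, limma (1090) and the test with each promoter's own dispersion (822) called 0, and the plain binomial test called 372 lower. Without the library labelled control replicate 1, 94 were lower and 0 higher, among 825 with a control mean of at least 25%. The rule of naming gave 0 promoters with all 6 libraries and 10 in this test. The largest fall was at Gm49388 (chromosome 7, 127784608 to 127786108), from 91.4% ± 1.39 (SD, n = 2) to 21.4% ± 3.81 (SD, n = 3; q = 0.00844). Tstd1 (chromosome 1, 171417872 to 171419372) fell from 90.0% ± 1.68 to 24.6% ± 4.85. Arrdc5, an arrestin-domain gene, fell from 89.5% ± 1.04 to 28.9% ± 5.36. Krt83, a hair keratin, fell from 89.9% ± 5.49 to 31.3% ± 3.73, Cebpe, a transcription factor of granulocytes, from 87.4% ± 0.356 to 29.6% ± 4.58, and Fgb, the fibrinogen beta chain made in liver, from 85.7% ± 4.39 to 27.9% ± 7.39. Fbxo40 fell from 85.2% to 25.2%, Rinl from 87.1% to 26.9%, Prr22 from 92.3% to 34.8% and Kncn from 87.5% to 30.1%. The library labelled control replicate 1 was at 14.9% at Gm49388 (95% Wilson interval 11.1 to 19.8, 261 reads) and at 45.0% at Kncn (37.9 to 52.3, 180 reads). The number of calls depended on the chromosomes in the fit and the threshold: 418 promoters were lower with autosomes alone and 402 at q under 0.05, both without that library and chosen after seeing the data. The prior had 3.80 degrees of freedom in the fit that gave 94 calls and 9.06 with autosomes alone. Control replicates 2 and 3 differed at X-linked CpG island promoters (31.0% and 3.17%). Whether this difference lowered the count of 94 was not tested.

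**Figure D3:**
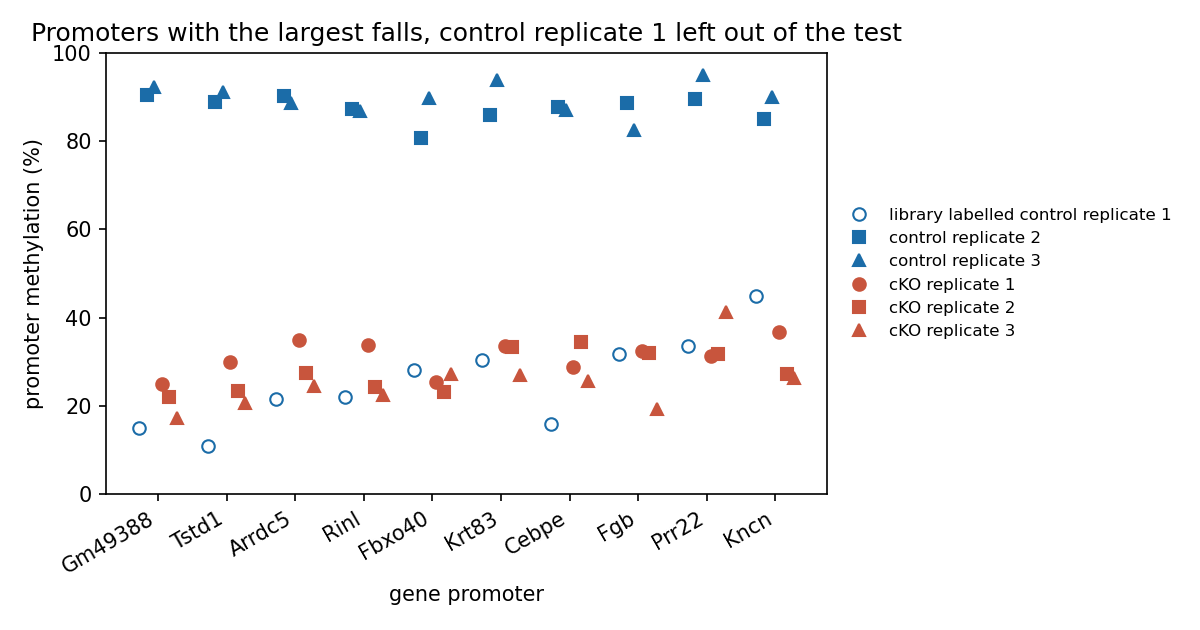
Promoter methylation in percent (vertical axis) of each library at the 10 promoters with the largest falls in the test without control replicate 1 (horizontal axis); each point is 1 library and the open circle is the library left out. At Gm49388 control replicates 2 and 3 average 91.4%, the cKOs 21.4% and the open circle is at 14.9%.

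Genes of the germline, many of which are methylated in somatic tissue, had the highest promoter levels among the lists. Of 34 measured members, 28 had a control mean of at least 25%, with all 6 libraries and without the library labelled control replicate 1 alike. With all 6 libraries 0 were lower, also when adjusted over the list alone, and 10 had an unadjusted p under 0.05. Without the library labelled control replicate 1, 3 were lower and 13 were lower when adjusted over the list alone. Piwil2, a piRNA pathway gene, fell from 85.6% ± 1.12 (SD, n = 2) to 42.5% ± 6.26 (SD, n = 3), Pet2, on X, from 90.7% ± 0.499 to 54.7% ± 3.60 and Tuba3b, a testis tubulin, from 92.7% ± 0.0792 to 57.8% ± 6.77. These promoters were at 36.1%, 55.3% and 52.3% in the library left out. Slc25a31, the uncalled member with most reads, was at 92.7% ± 1.71 and 80.1% ± 2.18. Lower calls were not detectably more or less frequent in the list than in other promoters able to fall (two-sided Fisher's exact test, p = 1, adjusted p = 1). At most 3 calls in the list entered this test. Without the library labelled control replicate 1, falls of 25 points or more at any q were in 16 of the 28 germline promoters and in 599 of all 825 promoters able to fall. The medians of these 28 were 85.6% in controls and 57.3% in cKOs. Over all 825 promoters able to fall, the median share of the control level left was 41.9%. The medians of the germline promoters correspond to a larger share left. This difference was not tested.

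Promoters of cortical fate and neuronal genes had little 5mC to lose. Of 33 measured, 1 had a control mean of at least 25% and 0 were lower or higher in either test, with median levels of 0.599% in controls and 1.22% in cKOs. That gene was Pax6, a regulator of cortical progenitors, at 55.2% ± 7.98 (SD, n = 3) in controls and 44.4% ± 3.28 (SD, n = 3) in cKOs. Emx1, Emx2, Eomes and Neurog2 lay between 0.278% and 2.10% in controls, and Tle4, with most reads, was at 0.318% and 0.854%. Dnmt3b, a de novo methyltransferase, was at 0.55% and 1.02%, and Tet2 at 0.565% and 1.49%. The remaining 8 of the 16 genes to be named always were not among the promoters measured. Interneuron and ventral genes (15 measured, Isl1 at 0.302% and 0.923%), Hox cluster genes (31, Hoxb9 at 0.51% and 0.698%), housekeeping genes (15, Polr2a at 0.497% and 0.964%) and genes of microglia, vessels and blood (5, Flt1 at 0.619% and 1.64%) held 0 promoters with a control mean of at least 25%.

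Imprinted genes (24 measured, 9 with a control mean of at least 25%) had 0 promoters lower in either test and 2 when adjusted over the list alone without the library labelled control replicate 1. These were Peg10 and Sgce, which share a promoter region, chosen after their values were seen. It was at 76.5% in control replicates 2 and 3 and 43.7% in cKOs, and Ube3a, with most reads, was at 0.489% and 0.709%. Without that library, protocadherin cluster genes (18 measured, 8 able to fall) had 0 lower and 1 when adjusted over the list alone, namely Pcdha5 at 45.0% and 16.9%, named after its value was seen, with Pcdhac1 at 9.25% and 4.57%. On the same basis, glial genes (16 measured, 3 able to fall, Sox9 at 0.557% and 0.987%), interferon response genes (21 measured, 3 able to fall, Irf1 at 0.284% and 0.829%), unfolded protein and stress response genes (22 measured, 1 able to fall, Eif2ak3 at 0.222% and 0.928%) and genes of the DNA methylation machinery (18 measured, 2 able to fall, Uhrf2 at 1.51% and 0.963%) had 0 lower, also when adjusted over the list alone, while 3, 4, 1 and 1 of them had an unadjusted p under 0.05. Members able to fall that differed by 25 points or more without passing the test, named after their values were seen, were the glial genes Mag at 67.4% ± 2.99 (SD, n = 2) in controls and 26.6% ± 8.44 (SD, n = 3) in cKOs, Aldh1l1 at 65.6% ± 14.3 and 24.97% ± 13.4 and Sox10 at 43.7% ± 7.47 and 15.3% ± 3.34, the interferon response gene Oas2 at 74.1% ± 2.03 and 21.8% ± 8.79, and the stress response gene Atf3 at 82.7% ± 0.862 and 33.0% ± 12.6. Their q lay between 0.0234 (Oas2) and 0.184 (Sox10). These q and the list counts come from the fit that includes X, which called fewer promoters than the fit with autosomes alone. Fisher's exact test gave an adjusted p of 1 for every list that could be tested. With all 6 libraries 0 promoters were called, which makes this value certain. Without the library labelled control replicate 1, lists with 1 to 3 members able to fall and 0 lower could hardly have differed. The test therefore does not show that the lists were alike.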

Values the study reported

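According to the study, not far short of a majority of the loci on each chromosome lost 25% or more of their 5mC, and 850 promoters had less methylation in the cKO. It also gave a loss of 35% for IAP, L1 and SINE-B1 elements. For single loci, by oxidative bisulfite sequencing, it gave an overall loss of 25% at the IAP Gag region and L1.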

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

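Both tests of the cause described here were chosen only after the values were seen. Mitochondrial CpGs, which the comparisons leave out, were read as C more often in 2 cKO libraries than in any control. Over 20 mitochondrial cytosines, cKO replicate 2 was at 3.67% (95% Wilson interval 3.37 to 4.01, 13417 reads) and cKO replicate 3 at 3.35% (3.097 to 3.63, 17412 reads). The controls were at 0.922%, 1.14% and 1.05% and cKO replicate 1 at 0.963%. The lowest cKO minus the highest control was -0.179 points, but the pattern was chosen by which cKO libraries lay above the controls, so this value does not test an effect of losing Uhrf1, which stays open. A candidate explanation is incomplete conversion in these libraries: at 51390 nuclear CpG cytosines with no methylated read in control replicate 3, cKO replicates 2 and 3 were at 1.45% and 1.36%, at least 0.424 points above the other libraries that did not define the set. Those were at 0.632% and 0.931% (control replicates 1 and 2) and 0.730% (cKO replicate 1). The nuclear rise was smaller than the mitochondrial one, so a background of the nuclear size would explain only a part of it. Such a background would raise the lowest levels of these 2 libraries and leaves the falls at methylated CpGs in place.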

How the results depend on the processing

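The omission of the library labelled control replicate 1 decided the counts of windows and promoters. Settings that join it with another choice, the bins on control replicate 2, the CpGs inside an amplicon or at 80 percent or more, and each sample's own CpGs in windows were chosen after seeing the data. Omitting each library in turn gave 0 to 125013 windows lower, 0 to 6 higher, 0 to 94 promoters lower and 0 to 3 list promoters lower, the higher value in each case without control replicate 1 and 0 without any other library. The plain binomial test, which treats reads as replicates, called 107040 windows lower and 41 higher, 372 promoters and 8 list promoters lower; together with that omission it called 157440, 52, 599 and 24. Without control replicate 1, 402 promoters were lower at q under 0.05 and 418 with autosomes only, and the naming rule gave 10 promoters in place of 0. All other settings tried for windows and promoters called 0, among them the replicate block (0 windows, 0 promoters and 0 list promoters). The replicate numbers were not used as pairs: the deviations of same-numbered libraries from their group means correlated at -0.191, 0.0555 and -0.238 across windows. The ratio of cKO to control in the highest bin (0.899) was 0.949 at 20 reads or more, 0.878 over every CpG covered in a sample, 0.959 weighted by reads, 0.671 with bins on control replicate 2 and 0.48 with those bins and without control replicate 1; it has no value without the library that sets the bins. Mean levels kept their direction in all settings but 2: the promoter difference was 0.0482 points without control replicate 2, within a range of -1.03 to 0.0482 over the omissions, and SINE-B1 sites without mismatch, with 6 cytosines, gave 2.12 points. The alternatives for methylation outside CpG were not run. For these mean levels the exact test cannot pass 0.05, so its p says nothing about stability. The causes of the other changes were not tested. In simulation with 6 libraries and 200 changed windows, 24.5% of windows lowered by 25 points were found. That share depends on the simulated variance. Depth was not tested as the cause of a missing call.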

Other observations

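The tests of the library labelled control replicate 1, of the starting level near IAP and of the other splits were chosen only after the results were seen. The random draws near IAP were written down before they were run.

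Some methylated windows kept their 5mC in cKOs. Of 29610 windows at 85% or more in control replicates 2 and 3 with at least 20 reads in every library, 561 stayed at 80% or more in all 3 cKO libraries. Soft-masked repeats made up 73.1% of them and 25.3% of the others (Fisher's exact test, adjusted p = 1.53e-120), windows within 3000 bp of a LINE-1 site 9.27% and 3.44% (adjusted p = 6.57e-10), those within 3000 bp of an IAP site 1.60% and 0.244% (adjusted p = 2.66e-05), those near a SINE-B1 site 2.85% and 2.59% (adjusted p = 0.686), and CpG islands 50.1% and 29.1% (adjusted p = 2.71e-24). Exons made up 8.02% against 24.2%. Neighbouring windows are not independent, so these p-values are too small. The window with most reads lay in an intron of Fam81b (chromosome 13, 76203901 to 76204000), in a soft-masked repeat and CpG island. It was at 95.6% and 95.6% in control replicates 2 and 3 and at 92.8%, 92.9% and 91.9% in cKO replicates 1, 2 and 3. It had at least 44978 reads in every library, and whether these are shared between copies of the repeat was not tested. Among imprinted non-coding genes, which were not tested, the Meg3 promoter was at 44.3% and 50.7% in control replicates 2 and 3 and at 28.9%, 28.9% and 23.3% in the cKOs, and the Peg13 promoter at 50.8% and 52.6% against 39.2%, 39.2% and 32.4%. Nespas was at 29.5% and 68.0% against 30.6%, 31.4% and 11.2%, and Airn at 41.9% and 53.8% against 55.1%, 45.6% and 39.9%. At Meg3, Peg13, Nespas and Airn the library labelled control replicate 1 was at 17.9%, 42.3%, 29.1% and 34.5%. This was below every cKO library at Meg3 and Airn, above every one at Peg13 and within their range at Nespas.

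The library labelled control replicate 1 had a mean methylation near that of the cKO libraries. Correlations across windows were first taken over 6214 windows at 85% or more in control replicates 2 and 3, with a minimum of 60 reads. The lowest correlation of this library with a cKO library was 0.691 and the mean was 0.727. The mean was 0.762 between cKO libraries. It was 0.245 between this library and control replicates 2 and 3, and 0.27 between those controls and the cKOs. Choosing these windows narrows the range of control replicates 2 and 3 and so lowers their correlations. Over all 285466 windows the picture was less distinct. There this library correlated at 0.708 to 0.717 with cKO libraries and at 0.691 to 0.695 with control replicates 2 and 3. Those controls correlated at 0.723 to 0.788 with cKO libraries, and the cKO libraries at 0.753 to 0.759 with each other. The values of 0.691 and 0.727 argue against a uniform loss of methylated reads in this library. Such a loss would leave no such pattern among windows of like control level. In the 6214 windows these values go with cKO tissue under a control label. Over all windows this library correlated less with cKO libraries than these did with each other, so that explanation stays open. A swap within the series lacks a partner (the highest cKO library was at 19.6% and the lower of the other controls at 38.9%). Loss of methylation in an embryo that kept a Uhrf1 allele cannot be told apart from cKO tissue under a control label, because exon 4 has 0 covered cytosines.

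At CpGs of any level within 500 bp of a primer site, control replicates 2 and 3 were lower near IAP (80.6%) than near LINE-1 (86.4%). Among those at 80% or more in these controls, the cKO mean was higher near IAP (60 cytosines) than near LINE-1 (2106) by 22.3 points. Both results argue against a higher starting level near IAP as the cause. Over CpGs of any level and without the library labelled control replicate 1, 75.4% of the control level was left near IAP and 52.2% near LINE-1 within 500 bp, and 62.9% and 54.7% within 3000 bp. In 10000 draws, sets of LINE-1 windows and sets of soft-masked windows of the same starting level reached the IAP mean with a share of 0.0001 each, the smallest the draws can give. The comparison rests on 25 windows at 17 loci, which are fewer independent units than the draws assume. Reads shared between copies of a repeat may also act here and were not tested, so that a property of the sequence next to these IAP sites, with its 22.3 points, remains a hypothesis.

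With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real split called 0 windows, 0 promoters and 0 list promoters, the highest of the other splits called 0 of each, and all 10 splits gave as many, which a real count of 0 makes certain, so that these counts say nothing about chance.

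The count of promoters called at the study's thresholds was 0 with all 6 libraries, and 94 without the library labelled control replicate 1. It was 418 without that library on autosomes alone, and with the plain binomial test 372 with all 6 libraries and 599 without that library. All are lower than the number quoted from the study above, but the regions taken as promoters were not those of the study, and the test of methylKit was not run here. With all 6 libraries the differences near IAP, LINE-1 and SINE-B1 were -11.7, -26.7 and -21.1 points, which left 83.8%, 62.8% and 58.8% of the control level. Without the library labelled control replicate 1 they were -19.8, -41.3 and -33.7 points, which left 75.4%, 52.2% and 47.3%. Within 3000 bp of IAP sites and without that library the difference was -28.8 points, which left 62.9%. Whether these losses exceed the one quoted above for IAP, L1 and SINE-B1 elements depends on the unit, that library and the distance. The unit is not stated for the quoted loss, and CpGs near primer sites are not the repeat elements of the study. Within 500 bp of IAP sites the loss is smaller than that one in both units. The loss quoted above for single loci does not set the IAP Gag region apart from L1. Here, at other CpGs, a larger share was left near IAP than near LINE-1. Without that library, the share left within 500 bp of IAP sites is close to what the single-locus loss would leave, if read as a share. The share of windows called lower was 0% with all 6 libraries and 43.8% without the library labelled control replicate 1, or 40.3% to 48.2% on chromosomes 1 to 19 and X. With the plain binomial test 107040 and 157440 of 285466 windows were lower with all 6 libraries and without that library, and falls of 25 points or more at any q were in 39.8% and 56.6% of windows. How the windows compare with the share quoted from the study above therefore depends on the test and on that library.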
